A study of Mus musculus with 6 samples. Its data were reported in "ERBB2 signaling drives immune cell evasion and resistance against immunotherapy in small cell lung cancer" (2025).

How the data were processed

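RNA of murine SCLC cells was sequenced by the authors in 6 libraries, 3 from WT and 3 from ERBB2 KO cells. Per the labels the knockout was made by transfecting a Cas9 construct, selecting with puromycin and sorting single clones. The labels name a TruSeq total RNA preparation, while the methods of the study describe a Lexogen QuantSeq preparation of 3' ends, and which of these applied to the 6 libraries was not settled by the sources used here. The submitters' processing notes name the mouse build mm10. A methods passage of the study names Bwa, Samtools and the build GRCm39, which conflicts with mm10. That passage goes on to mutation calling and exon coverage and does not mention expression values, so it was not taken to describe these. The aligner, counting tool and annotation behind the deposited values are otherwise not given in the sources used here.

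The deposited table holds 20273 gene rows and is called CPM, but its values run below 0, and all 6 columns share the lowest value of -2.48, so it was read as log2 of CPM with a small prior added by the authors. Raising 2 to the deposited log2 value and subtracting the shared floor of 0.179 CPM gave columns that each summed to 999999.64. In every column 100% of the values above 0 were then whole multiples of the smallest step, within 0.1 of a step, so the step was taken as 1 read (0.0754 to 0.112 CPM) and the library totals follow from it. On this reading the floor equals a prior of 2 reads in a library of average size. Column names were matched to samples through the library names in the labels.

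The symbols of 14 rows had been turned into dates by a spreadsheet. Those rows, which held 0.0966% to 0.184% of the reads, were kept in the library totals and left out of the tests because the gene cannot be read from them. A further 23 rows repeat a symbol and were kept as separate rows, and none of them is named. Symbols are given as in the file, which uses older names for some genes (Ctgf and Cyr61 for Ccn2 and Ccn1). Of the 20273 symbols 17148 matched a symbol or synonym in the RefSeq gene table of GRCm38.p6, the assembly that mm10 stands for, and coordinates are from that table, counted from 1. AY036118, a transcript that overlaps ribosomal RNA sequence, took 4.52% to 6.09% of the reads and mitochondrial genes 3.13% to 5.57%.

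Genes with at least 1 CPM in at least 3 libraries were tested (11803 genes) on log2(CPM + 1) with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with a mean-variance trend, group as the only term, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. This design, the alternatives, 25 gene lists and the rule for named genes were fixed before the data were examined. The study describes unpaired two-sided tests in general, but does not spell out which test, if any, was applied to its bulk RNA sequencing. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so limma, which pools the spread over genes, was used instead. The 20 lists with at least 5 tested members were tested with limma's camera, which compares a list with all other genes, at a preset inter-gene correlation of 0.01 and again with an estimated correlation, and with fry, which asks whether the genes of a list move one way on balance. With an estimated correlation camera takes its degrees of freedom from the few libraries and not from the genes. That alone raises its p, also where the estimated correlation is small. None of the lists passed with an estimated correlation or by fry's directional test. Fry's test for changes in either direction gave an adjusted p of 0.0403 for the checkpoint and chemokine list and the non-neuroendocrine and mesenchymal list.

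The text names Erbb2, the 15 genes the study displayed, the 10 genes per direction with the largest change among those that passed, and up to 4 members per list with the smallest unadjusted p. H2-K1, H2-D1, B2m, Tap1, Tbk1, Sting1 and Cgas were always named. Since 0 genes passed, the places of the 10 genes per direction went, as the rule provides, to those with the smallest unadjusted p, no overlap between the groups and at least 5 CPM in the higher group. Predicted genes with Gm or Rik symbols were passed over, and a few genes that the rule selects are left unnamed without being replaced, while remaining in every count and list.

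The fit and the list tests were tested on simulated data for ERBB2 KO against WT with the library sizes, gene means and spread of these libraries. With 200 changed genes among 11770 tested, 24% of 2-fold, 80% of 4-fold, 88% of 8-fold and 92% of 16-fold changes were recovered, with 14 false calls. A list changed 2-fold as a whole was recovered (camera adjusted p = 3.26e-20, and 0.00946 with an estimated correlation). With a dispersion of 0.05, 64% of 2-fold and 100% of larger changes were recovered, with 11 false calls and 1 other list passing. The simulated genes vary independently, which real genes in these libraries do not.

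Replicate numbers are shared by the groups, so the correlation of same-numbered libraries' deviations from their group means was checked before calls were compared. Libraries of a group were not duplicates, since the chi-square per degree of freedom of their reads was 24.5 or more. The alternatives were pseudocounts of 0.5 and 0.1, no filter, a mean of at least 5 CPM, TMM, median-of-ratios and quantile normalization, array quality weights, a replicate block and leaving out each library. TMM and median-of-ratios factors were computed with own code from the published formulas. Count models planned for the reads were not used, because the deposited unit is a log2 value, and limma's voom took their place. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.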

Results

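Murine small cell lung cancer (SCLC) cells of lung origin were profiled by bulk RNA sequencing in 2 groups of 3 libraries each. One group was unedited wild-type cells (WT 1 to WT 3), the other cells in which the receptor tyrosine kinase gene Erbb2 had been targeted with Cas9 and single clones sorted (ERBB2 KO 1 to ERBB2 KO 3). The library totals read from the deposited values were 10983851 reads for WT 1, 12413329 for WT 2 and 13255671 for WT 3. They were 8927461 for ERBB2 KO 1, 11792342 for ERBB2 KO 2 and 9627964 for ERBB2 KO 3. At these depths 3 reads correspond to between 0.226 CPM (reads of a gene scaled by the library total, in WT 3) and 0.336 CPM (in ERBB2 KO 1), a limit that covers counting error only. The labels do not say whether the libraries of a group came from separate cultures, clones or parental lines, so every p-value measures the spread between these libraries. All differences are ERBB2 KO minus WT on the log2(CPM + 1) scale, which understates changes of weakly expressed genes.

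The comparison asks how the transcriptome of SCLC cells, and above all their antigen presentation genes, differs once ERBB2 is lost. The targeted gene came first as a check of the labels. Erbb2 (mm10 chromosome 11, 98412484 to 98437716) was a weakly expressed gene, at 10.7, 3.95 and 6.64 CPM in WT 1 to 3 and at 12.1, 6.19 and 2.80 CPM in ERBB2 KO 1 to 3. The means were 7.11 ± 3.42 CPM in WT and 7.03 ± 4.70 CPM in ERBB2 KO (SD, n = 3 each), and the log2 difference was -0.10 with a standard error of 0.52 (limma, adjusted p = 0.941). These values rest on 27 to 118 reads per library. The sources used here do not give the position of the edit, and reads from transcript outside it do not check the knockout. The Erbb2 transcript level does not tell the groups apart. The study checked its knockout at the protein level, by western blot and flow cytometry, which these reads do not test.

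MHC class I (MHC-I) genes were on average higher in ERBB2 KO, most of all in ERBB2 KO 1. H2-K1, a heavy chain of MHC-I (chromosome 17, 33996012 to 34000619), was at 22.2, 0.564 and 7.85 CPM in WT 1 to 3 and at 171, 30.4 and 15.5 CPM in ERBB2 KO 1 to 3. Its log2 difference of 2.71 ± 1.15 (SE) did not pass the test over all genes (limma, adjusted p = 0.377). It ranged from 1.64 without WT 2 to 3.59 without WT 1, and was -0.030 for ERBB2 KO 2 and 3 against WT 1 alone. The other heavy chain H2-D1 (chromosome 17, 35263094 to 35267497) was at 79.6, 54.5 and 73.0 CPM in WT and at 287, 89.8 and 80.4 CPM in ERBB2 KO. The 3 ERBB2 KO values lay above the 3 WT values (log2 difference 0.89 ± 0.47, limma adjusted p = 0.437). B2m, the invariant light chain (chromosome 2, 122147687 to 122153082), went the other way in 2 of the ERBB2 KO libraries, with 155, 339 and 336 CPM in WT against 490, 157 and 109 CPM in ERBB2 KO (limma, adjusted p = 0.810). By qPCR of B2m and H2-D1 in a metastatic line, the study reports an increase upon ERBB2 KO that was lost when ERBB2 was restored. These libraries hold no such rescue. The peptide transporter subunit Tap1 (chromosome 17, 34187556 to 34197225) was weakly expressed, at 1.78 ± 1.69 CPM in WT and 4.62 ± 2.28 CPM in ERBB2 KO (SD, n = 3 each; limma adjusted p = 0.429). Tapbp, which bridges the transporter and the heavy chain, was at 46.5 ± 10.4 against 133 ± 94.5 CPM, and the chaperone Canx at 419 ± 37.9 against 589 ± 128 CPM (SD, n = 3 each). Of the 16 tested members of the MHC-I list, 13 were higher and 3 lower in ERBB2 KO, and 2 had an unadjusted p below 0.05. Of them 0 passed either over all genes or adjusted over the list alone. The list holds H2-K1, Tap1, Psmb10 and Canx, which the study displayed from these same libraries, so it is not wholly independent of that choice. As a set the list rose (camera with a preset inter-gene correlation of 0.01, adjusted p = 0.0249). With an estimated correlation the adjusted p was 0.610. Without ERBB2 KO 1 the list did not pass (camera adjusted p = 0.249), nor did it without WT 1 (camera adjusted p = 0.122). The mean of its members in ERBB2 KO 3 was -0.01 from the WT mean on the log2 scale, against 1.11 in ERBB2 KO 1 and 0.43 in ERBB2 KO 2. ERBB2 KO 1 was also the highest library for 3 of the 6 measured fibroblast markers. Among them were Dcn (267 CPM) and Pdgfra (30.5 CPM), genes singled out after their values were seen. The fibroblast marker Col1a2 (0.896 CPM) was lower in ERBB2 KO 1 than in any other library.

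**Figure D1:**
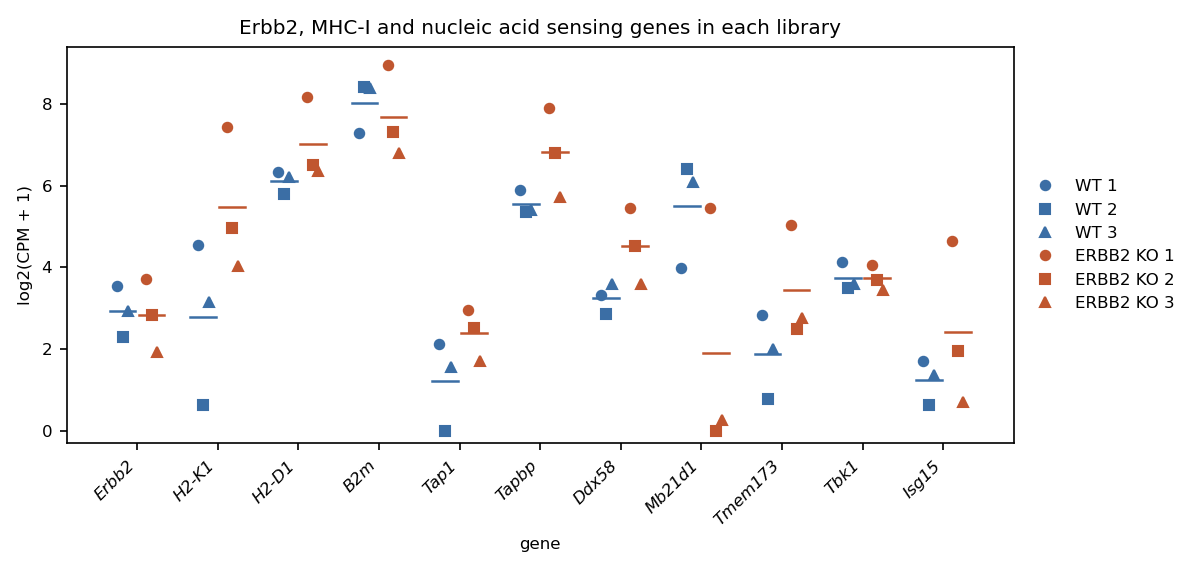
Expression of Erbb2, MHC-I and nucleic acid sensing genes, as log2(CPM + 1) on the vertical axis, with a point for each library (circle, square and triangle for replicates 1, 2 and 3) and a line at the mean of each group of 3. ERBB2 KO 1 is the highest library for H2-K1 (171 CPM), H2-D1 (287 CPM) and B2m (490 CPM), and Mb21d1 is at 0 CPM in ERBB2 KO 2.

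Interferon-stimulated genes were on average higher in ERBB2 KO as well, and highest in ERBB2 KO 1. Of the 22 tested members, 21 were higher in ERBB2 KO, 8 of them with an unadjusted p below 0.05 and 8 with all ERBB2 KO values above all WT values. Over the list, 0 passed over all genes or adjusted over the list alone. Ifi35 was at 7.33 ± 2.49 CPM in WT and 21.4 ± 6.50 CPM in ERBB2 KO, and Parp12 at 3.23 ± 2.89 against 12.8 ± 4.06 CPM. Xaf1 was at 9.22 ± 1.79 against 19.6 ± 4.78 CPM and the nuclear body protein Sp100 at 0.432 ± 0.260 against 4.96 ± 4.73 CPM (SD, n = 3 each). Isg15, a ubiquitin-like modifier, was at 23.9 CPM in ERBB2 KO 1 and between 0.564 and 2.88 CPM in the other 5 libraries. The list rose as a set (camera, adjusted p = 3.62e-05), with an adjusted p = 0.610 with an estimated correlation, which came to 0.57 for this list. ERBB2 KO 1 was the highest library for 18 of the 22 members, and without it the list narrowly missed the threshold (camera, adjusted p = 0.0524).

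The nucleic acid sensors, which the study places between ERBB2 signaling and MHC-I, did not pass as a set (camera, adjusted p = 0.221). For that step the study draws on phosphorylation, protein levels and a STING inhibitor, which transcript levels do not measure. It also reports RIG-I as induced in its RNA sequencing of ERBB2 KO cells. Ddx58, the gene of the RNA sensor RIG-I (chromosome 4, 40203777 to 40239825), was at 9.10, 6.20 and 11.1 CPM in WT and at 43.1, 22 and 11 CPM in ERBB2 KO (log2 difference 1.26 ± 0.48, limma adjusted p = 0.350). Tmem173, the older symbol of the adaptor gene Sting1 (chromosome 18, 35733678 to 35740554), was at 3.28 ± 2.70 CPM in WT and 14.1 ± 15.4 CPM in ERBB2 KO (SD, n = 3 each). Mb21d1, the older symbol of the DNA sensor gene Cgas (chromosome 9, 78430518 to 78443237), had 14.7, 84.3 and 67.4 CPM in WT, 43.1 CPM in ERBB2 KO 1, 0 CPM in ERBB2 KO 2 and 0.208 CPM in ERBB2 KO 3 (limma, adjusted p = 0.362). The kinase gene Tbk1 (chromosome 10, 121546455 to 121586794) was at 12.6 ± 3.46 CPM in WT and 12.5 ± 2.90 CPM in ERBB2 KO (SD, n = 3 each). Trim25, a ubiquitin ligase that acts on RIG-I, was at 26.1 ± 6.05 against 41.1 ± 4.05 CPM. Of the 12 tested members 9 were higher and 3 lower, and 0 passed over all genes or adjusted over the list alone.

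Of the genes for checkpoint ligands, chemokines and cytokines, 6 of 11 tested members were higher in ERBB2 KO, and 4 had all ERBB2 KO values above all WT values. The chemokine Ccl2 was at 58.2, 3.54 and 4.07 CPM in WT and at 64.3, 257 and 78.5 CPM in ERBB2 KO. Lgals9 was at 20.9 ± 2.61 against 35.6 ± 4.13 CPM, Nectin2 at 25.6 ± 2.24 against 39.1 ± 4.07 CPM, and Cd47, a signal against phagocytosis, at 71.7 ± 5.87 against 101 ± 11.8 CPM (SD, n = 3 each). The list did not pass (camera, adjusted p = 0.175), and 0 members passed over all genes or adjusted over the list alone.

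**Figure D2:**
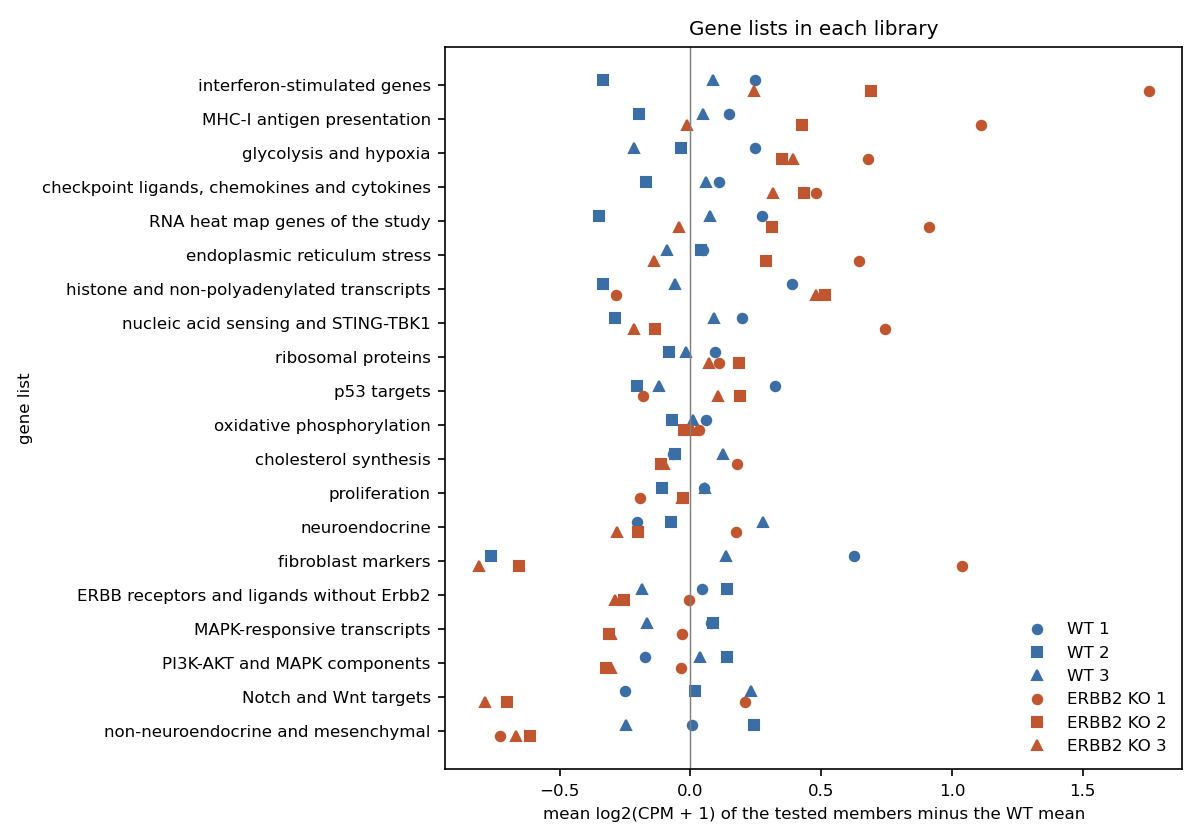
Mean log2(CPM + 1) of the tested members of each gene list minus the WT mean, on the horizontal axis, with a point for each library (blue for WT, orange for ERBB2 KO, the symbol giving the replicate number) and the lists ordered by their ERBB2 KO mean on the vertical axis. ERBB2 KO 1 lies at 1.75 for the interferon-stimulated genes, against 0.69 for ERBB2 KO 2 and 0.24 for ERBB2 KO 3, while the non-neuroendocrine and mesenchymal list lies between -0.73 and -0.61 in the 3 ERBB2 KO libraries.

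Over all genes, the clearest differences between the groups were lower levels of Ctgf and Cyr61, a pair of secreted matricellular proteins, and of the mitotic gene Gtse1. Higher levels were seen for the phospholipid flippase gene Atp8b4, the adaptor gene Grap and the focal adhesion gene Tns4. None of them passed, since of 11803 genes tested, 0 had an adjusted p below 0.05 by limma, the lowest being 0.267. By limma's voom on reads recovered from the deposited values 0 genes passed as well. At an unadjusted p below 0.05 limma gave 1561 genes, 703 higher and 858 lower in ERBB2 KO, where 590 would be expected by chance. Other splits of the 6 libraries, 3 against 3, gave 80 to 2420 such genes. The 2420 came from WT 1, ERBB2 KO 2 and ERBB2 KO 3 against the rest, so the excess is not read as an effect of genotype. In 2284 genes (19.4%) the 3 values of one group lay beyond the 3 of the other, against 10% by chance. The count of 0 did not hold without WT 1, when 168 genes passed, or without ERBB2 KO 1, when 27 passed, and array quality weights gave 1759. The count at an unadjusted p below 0.05 was 2457 without WT 1, 791 without WT 3 and 599 without WT 2. A term for the libraries with Xist reads, chosen after seeing the data, takes up WT 2 and WT 3. Its fit thus compares ERBB2 KO with WT 1 alone, and its count of genes is not given.

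The 10 genes chosen for the lower direction by the rule fixed beforehand, 9 of which are named here, all lay below every WT value in the 3 ERBB2 KO libraries. Ctgf (chromosome 10, 24595442 to 24598683) was at 265, 455 and 71.4 CPM in WT and at 3.36, 9.16 and 13 CPM in ERBB2 KO (log2 difference -4.60 ± 0.71, SE). Cyr61 (chromosome 3, 145646971 to 145649985) was at 176, 259 and 57.9 CPM against 3.58, 12 and 11.8 CPM (-3.93 ± 0.63). Gtse1 was at 28.2 ± 2.07 CPM in WT and 8.49 ± 0.409 CPM in ERBB2 KO, the transporter Slc16a6 at 20.7 ± 6.38 against 1.74 ± 1.45 CPM. The membrane protein Basp1 was at 346 ± 141 against 58.7 ± 25.2 CPM, and Hes1, a Notch-responsive repressor, at 44.6 ± 6.01 against 15.93 ± 3.59 CPM (SD, n = 3 each). A pair of genes for mitochondrial proteins, the single-stranded DNA binding protein Ssbp1 and the ADP/ATP carrier Slc25a5, were at 102 ± 16.1 against 39.2 ± 8.01 CPM and at 467 ± 124 against 173 ± 23.1 CPM. The transcription factor Ikzf2 was at 7.86 ± 4.41 CPM in WT and at 0.138 ± 0.0755 CPM, under the limit set by 3 reads, in ERBB2 KO. The limma adjusted p of these 10 genes ranged from 0.267 to 0.296.

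The 10 genes named for the higher direction likewise lay above every WT value in the 3 ERBB2 KO libraries. Atp8b4 was at 0.249 ± 0.0882 CPM in WT and 6.25 ± 1.43 CPM in ERBB2 KO, and Grap at 0.845 ± 1.40 against 19.7 ± 5.46 CPM. Tns4 was at 3.42 ± 3.12 against 37.1 ± 9.88 CPM, and Slpi, a secreted protease inhibitor, at 9.06 ± 4.81 against 43.7 ± 17.7 CPM (SD, n = 3 each). Havcr2, the gene of the checkpoint receptor TIM-3, was at 1.32 ± 0.566 against 6.97 ± 2.37 CPM. Limd2 was at 62.9 ± 11 against 123 ± 7.01 CPM, Rom1 at 2.94 ± 1.00 against 11.2 ± 0.635 CPM, and the transcription factor Mafa at 1.5 ± 0.188 against 11.3 ± 6.21 CPM. P2ry10b and Ang2 were below 0.5 CPM in the 3 WT libraries and at 7.77 ± 3.47 and 5.53 ± 3.88 CPM in ERBB2 KO. Ang2 belongs to a family of near-identical angiogenin genes and its reads are therefore uncertain. The limma adjusted p of these 10 genes ranged from 0.267 to 0.321.

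**Figure D3:**
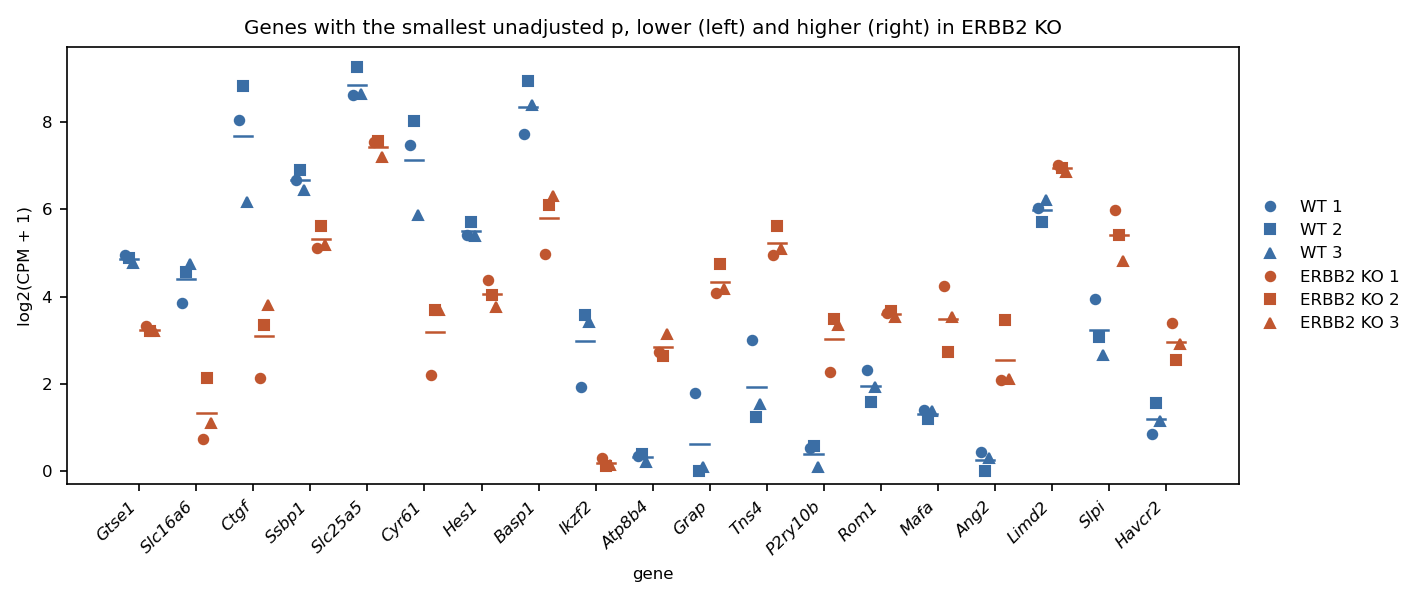
Expression of 9 of the 10 genes chosen as lower and the 10 chosen as higher in ERBB2 KO, as log2(CPM + 1) on the vertical axis, with a point for each library and a line at the mean of each group of 3. In each of these genes the 3 ERBB2 KO points lie on one side of the 3 WT points, which was a condition of the choice.

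Transcripts of the ERBB pathway itself were examined next. Of 7 tested receptors and ligands other than Erbb2, 5 were lower and 2 higher in ERBB2 KO. The ligand Hbegf was at 115, 365 and 190 CPM in WT and at 48.3, 54.4 and 75.8 CPM in ERBB2 KO. It was the 1 member that passed adjusted over the list alone (limma, adjusted p = 0.0233 over the list and 0.321 over all genes). Egfr was at 4.74 ± 3.02 against 16.9 ± 18 CPM, Btc at 12 ± 5.81 against 5.96 ± 1.11 CPM and Ereg at 39.6 ± 16.1 against 59.6 ± 23.2 CPM (SD, n = 3 each). Of 30 components of the PI3K-AKT and MAPK cascades, 21 were lower and 9 higher. Nras was at 207 ± 47.6 against 128 ± 6.84 CPM and Map2k1 at 62.6 ± 35.3 against 27.1 ± 2.80 CPM, each below every WT value. The translation factor Eif4b was at 321 ± 61.4 against 476 ± 70.0 CPM (SD, n = 3 each). Neither list passed (camera, adjusted p = 0.487 and 0.175), and 0 of the 30 components passed over all genes or adjusted over the list alone. Among 18 MAPK-responsive transcripts, 12 were lower and 6 higher (camera, adjusted p = 0.353). A pair of immediate early genes that passed adjusted over the list alone went opposite ways. Ier2 was at 26.6 ± 1.67 CPM in WT against 14.6 ± 0.587 CPM in ERBB2 KO and Ier3 at 205 ± 31.9 against 439 ± 111 CPM. Ccnd1, the gene of cyclin D1, was at 1037 ± 369 CPM in WT and 558 ± 191 CPM in ERBB2 KO, and Junb at 108 ± 14.2 against 76.7 ± 15.4 CPM (SD, n = 3 each).

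The cell state of the libraries was described with neuroendocrine and non-neuroendocrine genes. Of 27 neuroendocrine genes 6 could be tested, and the synaptic vesicle gene Syp, the granin Chgb and the Notch ligand Dll3 stayed below 1 CPM in the 6 libraries. Uchl1 reached 1 CPM in too few libraries to be tested. It was at 0.546, 26.6 and 10.7 CPM in WT 1 to 3 and at 0 CPM in the ERBB2 KO libraries. Ncam1, the gene of CD56, was at 277, 1253 and 659 CPM in WT and at 121, 353 and 345 CPM in ERBB2 KO (limma, adjusted p = 0.404). Stmn2 was at 67.0 ± 67.3 against 579 ± 707 CPM, and Syn1 and Eno2 stayed below 10 CPM (SD, n = 3 each). The list did not pass (camera, adjusted p = 0.645). The non-neuroendocrine and mesenchymal list fell as a set, with 17 of 21 tested members lower (camera, adjusted p = 0.0249), and the adjusted p was 0.610 with an estimated correlation. Hes1, Ctgf and Cyr61, given above, passed adjusted over the list alone, and the hyaluronan receptor Cd44 was at 377 ± 92.4 CPM in WT and 243 ± 56.0 CPM in ERBB2 KO (SD, n = 3 each). Without Ctgf and Cyr61 the other 19 members had a mean log2 difference of -0.29 and did not pass (camera adjusted p = 0.175). The full list did not pass without WT 1 (camera adjusted p = 0.120), WT 2 (0.0532) or ERBB2 KO 1 (0.0640). Of 5 tested Notch and Wnt target genes 4 were lower. Lef1 was at 5.45 ± 5.47 against 1.49 ± 2.59 CPM, Rnf43 at 3.00 ± 1.33 against 1.24 ± 1.35 CPM, Znrf3 at 19.8 ± 4.66 against 13.8 ± 3.08 CPM and Hey1 at 1.54 ± 1.19 against 3.68 ± 2.07 CPM (SD, n = 3 each; camera adjusted p = 0.446).

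Genes of glycolysis and hypoxia rose as a set, 15 of 18 tested members being higher in ERBB2 KO (camera, adjusted p = 0.000667), with an adjusted p = 0.610 with an estimated correlation. The mean log2 difference was 0.47 for the groups as labelled and 0.12 for ERBB2 KO 2 and 3 against WT 1 alone. Aldolase Aldoa was at 298 ± 49.2 CPM in WT and 477 ± 58.7 CPM in ERBB2 KO, lactate dehydrogenase Ldha at 485 ± 118 against 809 ± 164 CPM. The mitophagy receptor Bnip3 was at 3.84 ± 1.10 against 11.1 ± 6.89 CPM and the kinase Pdk1 at 11.1 ± 10.6 against 28.3 ± 7.63 CPM (SD, n = 3 each). Ribosomal protein genes rose as a set by a small amount, a mean log2 difference of 0.12 with 31 of 45 members higher (camera, adjusted p = 0.0249), and the adjusted p was 0.610 with an estimated correlation and 0.335 after quantile normalization. The list also missed the threshold without WT 2 (camera adjusted p = 0.0576), WT 3 (0.0907) or ERBB2 KO 2 (0.200). Rpl23 was at 2829 against 4883 CPM and Rpl37 at 3339 against 5076 CPM. Rpl38 was at 1294 against 2063 CPM and Rpl19 at 1357 against 2003 CPM (group means). Oxidative phosphorylation genes went both ways, 16 higher and 13 lower. Uqcr10 was at 190 ± 37.6 against 315 ± 10.2 CPM, Cox8a at 437 ± 43.4 against 580 ± 64.6 CPM, Cox7c at 358 ± 72.2 against 188 ± 13.5 CPM and Ndufa4 at 132 ± 26.7 against 80.1 ± 19.4 CPM (SD, n = 3 each; camera adjusted p = 0.487). Cholesterol synthesis genes also went both ways, 10 higher and 11 lower. Idi1 was at 6.30 ± 1.88 against 2.12 ± 0.492 CPM, Fdft1 at 15.91 ± 1.2 against 24.2 ± 4.93 CPM and Acat2 at 46.1 ± 9.18 against 67.6 ± 17.4 CPM (camera adjusted p = 0.850). In this list the test pointed up while the mean and the median were below 0.

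Genes of proliferation, endoplasmic reticulum stress and p53 did not pass as lists. In the proliferation list 20 of 31 members were lower (camera, adjusted p = 0.353). The cyclin gene Ccna2 and the mitotic checkpoint gene Bub1 were at 222 ± 22.6 against 136 ± 10.0 CPM and at 75.8 ± 1.51 against 49.0 ± 7.59 CPM (SD, n = 3 each). Cdc6 and Mcm6, which act in replication licensing, were at 56.9 ± 8.30 against 94.4 ± 0.985 CPM and at 93.4 ± 18.8 against 135 ± 7.12 CPM (SD, n = 3 each). Each of these 4 genes separated the groups without overlap, and 0 members passed over all genes or adjusted over the list alone. Of 18 genes of endoplasmic reticulum stress 12 were higher (camera, adjusted p = 0.281), but without ERBB2 KO 3 the list passed (camera adjusted p = 0.0171). Trib3 was at 5.65 ± 2.49 against 16.1 ± 8.15 CPM and Chac1 at 2.40 ± 0.492 against 8.05 ± 4.66 CPM. The chaperone genes Manf and Hyou1 were at 105 ± 38.7 against 64.1 ± 16.5 CPM and at 125 ± 41.4 against 83.0 ± 20.3 CPM. Of 15 p53 targets 7 were higher (camera, adjusted p = 0.446). The cell cycle inhibitor Cdkn1a was at 23.3 ± 11.8 CPM in WT and 57.9 ± 8.40 CPM in ERBB2 KO, and Fas at 1.71 ± 0.696 against 5.40 ± 2.26 CPM. Ccng1 was at 31.0 ± 4.82 against 43.0 ± 8.62 CPM and Perp at 32.3 ± 11.4 against 10.5 ± 12.9 CPM (SD, n = 3 each). The mean of the p53 list was above 0 and its median below.

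From its RNA sequencing the study reports Tap1 and H2-K1 as strongly enriched and RIG-I as induced upon ERBB2 KO. Here the limma adjusted p was 0.429 for Tap1, 0.377 for H2-K1 and 0.350 for Ddx58. The 15 genes that the study displayed come from the same libraries, and how they were chosen is not given in the sources used here, so they are not taken as independent evidence of a direction. Of the 14 that could be tested 8 were higher and 6 lower, and 0 passed over all genes or adjusted over the list alone (camera, adjusted p = 0.353). Besides the genes given above, Akt1 was at 157 ± 30.6 against 110 ± 16 CPM. Akt2 was at 79.9 ± 18.4 against 70.7 ± 13.9 CPM, and the immunoproteasome subunit Psmb10 at 39.5 ± 7.16 against 55.7 ± 18 CPM (SD, n = 3 each). Pik3ca was at 59.0 ± 7.18 against 58.3 ± 21.1 CPM, Shc1 at 47.4 ± 9.25 against 51.9 ± 11 CPM and Ikbke at 1.22 ± 0.921 against 2.19 ± 1.24 CPM (SD, n = 3 each). Irf7 was too low to test, at 1.90 CPM in ERBB2 KO 1 and below 0.51 CPM in the other 5 libraries.

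Markers of other cell types ranged from undetected to well expressed. The pan-leukocyte gene Ptprc reached at most 0.415 CPM. Lyz2, a myeloid gene, was at 24.5 CPM in ERBB2 KO 1 and at most 1.77 CPM elsewhere. Cd68, a lysosomal gene, was at 1.70 ± 0.599 CPM in WT and 5.49 ± 1.48 CPM in ERBB2 KO and passed adjusted over the list alone, while Csf1r was at 15.86 ± 5.00 against 9.42 ± 2.48 CPM (SD, n = 3 each). Of the MHC-II genes only H2-DMb1 was tested, at 0.354 ± 0.488 against 3.51 ± 1.91 CPM, and of the lung epithelial genes only Muc1, at 0.653 ± 0.464 against 2.88 ± 1.96 CPM. Endothelial markers stayed below 1 CPM in the 6 libraries, and the hepatocyte list had 1 measured gene, Hnf4a, at 28.1 CPM in WT 1, 2.71 CPM in ERBB2 KO 2 and below 1 CPM in the others. Fibroblast genes moved apart (camera, adjusted p = 0.741, mean below 0 and median above 0), with all 6 measured markers expressed well enough to be tested. Their mean was 1.04 above the WT mean in ERBB2 KO 1 on the log2 scale, and at -0.65 and -0.81 in ERBB2 KO 2 and 3. The matrix proteoglycan gene Dcn was at 15.3, 0.403 and 22.3 CPM in WT and at 267, 0.509 and 0.312 CPM in ERBB2 KO. The receptor gene Pdgfra was at 30.5 CPM in ERBB2 KO 1, at 0 CPM in ERBB2 KO 2 and 3 and at 6.92, 1.05 and 0.151 CPM in WT. By contrast, in ERBB2 KO 1 Col1a1 and Col1a2 were each at 0.896 CPM and Col3a1 at 5.94 CPM. Col1a2 was at 88.2 ± 98.6 against 10.8 ± 13.4 CPM and Col1a1 at 5.52 ± 2.58 against 1.14 ± 0.482 CPM. Col3a1 was at 3.49 ± 4.70 against 33.3 ± 34.7 CPM, and Pdgfrb at 15.8 CPM in ERBB2 KO 1 and at most 3.19 CPM elsewhere (SD, n = 3 each). Of these, Col1a1 passed adjusted over the list alone. Of 11 tested histone and non-polyadenylated transcripts 9 were higher (camera, adjusted p = 0.353). Neat1, a nuclear long non-coding RNA, was at 96.1 ± 83.4 against 241 ± 58.0 CPM, and Hist1h1e, Hist1h1b and Rn7sk were at 124 ± 7.59 against 137 ± 11, at 18.3 ± 7.93 against 10.2 ± 3.53 and at 1.77 ± 1.23 against 2.48 ± 0.486 CPM (SD, n = 3 each).

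The libraries did not divide by genotype. WT 1 resembled ERBB2 KO 2 and ERBB2 KO 3 (Pearson r across 11803 genes 0.959 and 0.955) more than WT 2 and WT 3 (0.919 and 0.931). WT 2 and WT 3 resembled each other (0.971), as did ERBB2 KO 2 and ERBB2 KO 3 (0.976), and the correlation of ERBB2 KO 1 with any library was at most 0.913. These correlations are across genes, which are not independent replicates. Xist, the RNA that coats the inactive X chromosome, had 2576 reads in WT 2 and 2360 in WT 3 but 0 in WT 1, 1 in ERBB2 KO 1, 1 in ERBB2 KO 2 and 0 in ERBB2 KO 3. The nuclear RNA Malat1 was at 10273 CPM in WT 1, 7903 in ERBB2 KO 2 and 8328 in ERBB2 KO 3, and at 1741 CPM in WT 2, 2120 in WT 3 and 1648 in ERBB2 KO 1. Among the 3 most alike libraries, WT 1, ERBB2 KO 2 and ERBB2 KO 3, which include 1 WT library, the mean of ERBB2 KO 2 and 3 minus WT 1 was 0.06 for the MHC-I list and 0.22 for the interferon-stimulated genes on the log2 scale, against 0.51 and 0.89 for the groups as labelled. It was 0.12 for glycolysis and hypoxia, against 0.47 as labelled, and 0.03 for the ribosomal proteins, against 0.12. It was -0.64 for the non-neuroendocrine and mesenchymal list, against -0.67 as labelled. WT 2 and WT 3 have no ERBB2 KO library like them, so no such value exists for them.

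**Figure D4:**
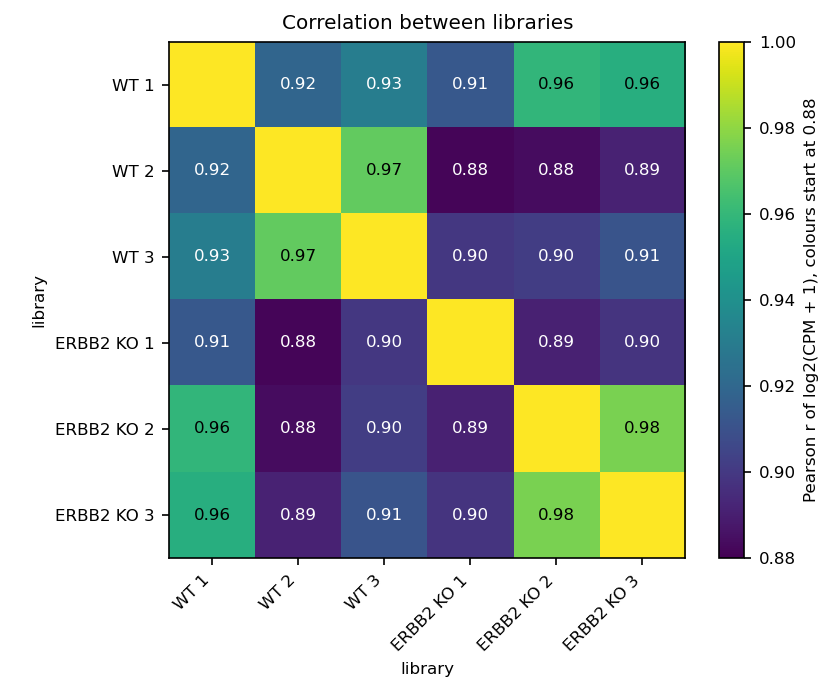
Pearson correlation of log2(CPM + 1) across 11803 genes between each pair of the 6 libraries, given as a number and a colour whose scale starts at 0.88. WT 1 has its highest values with ERBB2 KO 2 and ERBB2 KO 3 (both 0.96), and ERBB2 KO 1 stays at or below 0.91 with the rest.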

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

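The runs with voom, with the values as deposited, with a term for the libraries with Xist reads, and with WT 1, ERBB2 KO 2 and ERBB2 KO 3 alone were chosen after seeing the data, and the planned count models were not run because the deposited unit is log2. The last of these has 1 WT library and 1 residual degree of freedom. The Xist term takes up WT 2 and WT 3, so its group difference is ERBB2 KO against WT 1 alone. Calls kept, lost or gained in either fit rest on a single WT sample and say nothing about stability. The number of genes passing stayed at 0 in the fits with other pseudocounts, filters and scalings, voom and the deposited values. It became 1759 with array quality weights and 45 with WT 1, ERBB2 KO 2 and ERBB2 KO 3 alone, and ranged from 0 to 168 when 1 library was left out, with 168 without WT 1 and 27 without ERBB2 KO 1. The cause was not tested. The replicate block gave 0 genes and 5 lists, as without it. Same-numbered libraries did not deviate together (r = -0.22, -0.16 and -0.05), so no pairing by number was seen. WT 1 and ERBB2 KO 1, each unlike the rest of its group, weigh on these deviations, so a pairing cannot be excluded. The number of lists passing was 5 as planned, 3 with array quality weights, 3 with the Xist term, 2 with WT 1, ERBB2 KO 2 and ERBB2 KO 3 alone, 0 with an estimated correlation and 0 by fry, and 2 to 6 when 1 library was left out, lowest without ERBB2 KO 1. The adjusted p of the MHC-I antigen presentation list was 0.610 with an estimated correlation, 0.522 by fry, 0.399 with array quality weights and 0.749 with WT 1, ERBB2 KO 2 and ERBB2 KO 3 alone, and 0.00045 to 0.249 when 1 library was left out, highest without ERBB2 KO 1. For the interferon-stimulated genes list it was 0.610, 0.392 by fry and 0.15 with those 3 libraries, and 2.09e-08 to 0.0524 when 1 library was left out. With those 3 libraries the mean log2 difference was 0.12 for the glycolysis and hypoxia list and 0.03 for the ribosomal proteins list. It was -0.64 for the non-neuroendocrine and mesenchymal list and -0.39 for the MAPK-responsive transcripts list.

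Of 110 named genes with a test, 91 never changed direction. When 1 library was left out, the log2 difference of Erbb2 ranged from -0.54 to 0.35, of Pik3ca from -0.34 to 0.16, of Shc1 from -0.027 to 0.27, of B2m from -0.99 to 0.091 and of Tbk1 from -0.16 to 0.20, and the adjusted p of the cholesterol list from 0.562 to 0.963 and of the fibroblast list from 0.542 to 0.959, each with a change of direction. With array quality weights Tbk1 turned to -0.019. With WT 1, ERBB2 KO 2 and ERBB2 KO 3 alone, H2-K1 turned to -0.030, Tap1 to -0.0076, Akt2 to 0.078, Shc1 to -0.31, Tmem173 to -0.19, Egfr to -0.069, Ncam1 to 0.33, Hey1 to -0.17, Hist1h1b to 0.33, Rn7sk to -0.27 and Tbk1 to -0.56. The Xist term likewise leaves WT 1 as the only WT library in the comparison. With it Akt2 turned to 0.23, Shc1 to -0.15, Ikbke to -0.12, Ereg to -0.041, Syn1 to 0.88, Hyou1 to 0.075, Pdgfrb to -0.44, Hist1h1b to 0.074, Rn7sk to -0.25, B2m to 0.39 and Tbk1 to -0.40. Lists that turned without passing were cholesterol synthesis (adjusted p = 0.773 by fry, 0.981 without a filter, 0.559 with array quality weights), nucleic acid sensing (0.976), the p53 targets list (0.749), the oxidative phosphorylation list (0.749) and the RNA heat map genes of the study list (0.749) with the 3 libraries, and neuroendocrine (0.811), p53 targets (0.811), oxidative phosphorylation (0.811) and histone transcripts (0.788) with the Xist term. The cause of these turns was not tested. The depth limits Tap1, Isg15, Irf7 and Erbb2, which rest on few reads per library.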

Other observations

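The tests on WT 1, on ERBB2 KO 1, on immune cells, on scaling and on YAP-TEAD target genes were chosen after the values that prompted them were seen, while the counts over other splits were fixed beforehand.

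Several genes were on in some libraries and off in others. The transcription factor genes Twist1 and Dlx2 were at 36.7 and 30.8 CPM in WT 2 and at 24.5 and 32.7 CPM in WT 3 and at most 0.208 CPM elsewhere. Sox2, Cdx2 and the tight junction gene Cldn3 were at 32.1, 19.9 and 33.0 CPM in WT 1, 15.2, 54.9 and 19.4 CPM in ERBB2 KO 2 and 19.2, 27.0 and 61.8 CPM in ERBB2 KO 3, and at 0 CPM in WT 2 and WT 3. ERBB2 KO 1 had Serpina3g at 30.5 CPM and the cytokine receptor gene Csf2rb at 47.9 CPM, where the other 5 libraries had at most 0.273 CPM, and Gsta1 at 0.112 CPM, where the others had 69.6 CPM or more. These genes were chosen after their values were seen.

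WT 1 lay nearer to ERBB2 KO 2 and 3 than to WT 2 and 3. The labelled split gave 0 genes, the highest of the other splits, WT 1, ERBB2 KO 2 and ERBB2 KO 3 against the rest, gave 201, which points to a structure of the samples other than the labelled groups, and the 10 splits of the 6 libraries are too few for a share under 0.05. A mixture of both kinds of cells in WT 1 is argued against by Xist, since 0 reads allow at most 0.142% of its level in WT 2 and WT 3, while the median gene of 57 that were on in WT 2 and 3 and off in ERBB2 KO 2 and 3 stood at 14.3% of that level. WT 1 as a further library of a clone shared by ERBB2 KO 2 and 3 is argued against by the 40 of those 57 genes that reached 1 CPM in WT 1. The labels do not say whether ERBB2 KO 2 and 3 share a clone. If they do, the ERBB2 KO libraries are not all independent samples. An exchange of the labels of WT 1 and ERBB2 KO 1 stays open. That split gave the 201 genes (with 1 list passing, and a camera adjusted p of 0.708 for the interferon-stimulated list). This count rests on the nearness of WT 1 to ERBB2 KO 2 and 3 and is no separate support for an exchange. ERBB2 KO 1 was less like WT 2 and 3 than like the others (mean r 0.891 against 0.901, difference -0.009911). Between ERBB2 KO 1 and WT 2 or WT 3, 216 and 160 genes were on in one and off in the other. The count was 60 with WT 1, and 171 and 167 with ERBB2 KO 2 and 3. An origin in more than 1 cell line or subline may also account for the pattern. There were 82 such genes between WT 1 and WT 3 and 116 between WT 1 and WT 2, against 25 between WT 2 and WT 3. The study describes ERBB2 KO cells of a primary and of a metastatic murine line, and the labels do not name the line of each library.

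The interferon-stimulated and MHC-I lists were higher in ERBB2 KO. Scaling is argued against as the whole cause by quantile normalization, under which the ribosomal proteins list lost its call while the adjusted p was 5.61e-05 for the interferon-stimulated list and 0.0338 for the MHC-I list, and immune cells in the ERBB2 KO 1 culture are argued against by Ptprc, Fcer1g and Itgam, which summed to 0.112 CPM. ERBB2 KO 1 alone may carry much of the difference, since without it the camera adjusted p was 0.249 for the MHC-I list and 0.0524 for the interferon-stimulated list. Whether its level comes from the knockout, the clone or the parental line was not tested in these libraries. The labelled split gave 5 lists, 3 of the 10 splits gave 5 or more, the highest other split also gave 5, and 10 splits are too few for a share under 0.05. For the interferon-stimulated list alone, 2 other splits gave a smaller adjusted p than the labelled 3.62e-05, namely 1.72e-08 with WT 1, WT 2 and ERBB2 KO 3 on one side and 5.49e-06 with WT 1, ERBB2 KO 1 and ERBB2 KO 2 on one side.

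Ctgf and Cyr61 are textbook targets of the YAP-TEAD transcription factors, so lower YAP-TEAD output in ERBB2 KO may be offered as a hypothesis. Of 19 other targets of a list written down after these genes were seen, 14 were lower and 5 higher. Their mean log2 difference was -0.65 (camera p = 0.00892, and p = 0.0524 with an estimated correlation). That estimate was 0.0046, below the preset 0.01, so the higher p comes from the degrees of freedom and not from correlation. F3 was at -1.96, Amotl2 at -1.25, Nuak2 at -1.18 and Tgfb2 at -1.14, whereas Asap1 was at 0.72 and Axl at 0.35 on the log2 scale. Scaling is argued against by the median log2 difference of all tested genes, -0.039, since scaling to the library total moves all genes together. Ctgf lay at -4.56 from that median, against an SD of 0.66. Its distance alone is no test, because it was picked as one of the most changed genes. Cell density at harvest, which also sets these genes, was not recorded in the labels and was not tested.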
